A study of Bos taurus with 4 samples. Its data were reported in "Transcriptomic difference in bovine blastocysts following vitrification and slow freezing at morula stage" (2017).

How the data were processed

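RNA had been extracted from pools of expanded blastocysts, amplified by rounds of in vitro transcription and coupled to Cy3 or Cy5. Each of the 4 arrays, all on 1 slide of the EmbryoGENE bovine platform, compared 1 slow-frozen pool with 1 control pool, and the dyes were swapped on arrays 3 and 4. Groups and dyes were taken from the labels. The labels give 7 embryos per pool, collected at day 7 after fertilization, whereas the study's methods give a range of pool sizes and place the collection of the morulae on that day, which would make the blastocysts older; the files do not settle this. The deposited scanner files hold median spot and local background intensity per channel, not corrected or normalized by the authors, and 14 closing lines of column statistics per file were left out. The authors also deposited a value table on a log2 scale. Its columns, with medians of -0.0023, 0.0005, -0.0023 and 0.0017, correlated across probes with the log2 Cy5 over Cy3 ratios of the same arrays at 0.993, 0.985, 0.938 and 0.972, so it was read as centred log2 ratios not turned to a treatment; 0 of its columns were left unused. The study's methods describe plain background subtraction, lowess within arrays and quantile normalization between them, but do not say how that table was made. In the fit below it gave 103 probes higher and 54 lower at the study's 1.5-fold threshold, the same as plain subtraction with loess alone.

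Here the intensities were corrected with normexp (offset 50) on all spots and normalized by loess within each array with control spots at weight 0 in limma 3.58.1 under R 4.3.3. A reading counted as detected when its signal minus local background exceeded the 95th percentile of 153 negative control spots in its channel. These limits were 108.4, 72.4, 173.2 and 44.8 for Cy5 and 156.4, 171.4, 159.4 and 173.8 for Cy3 on arrays 1 to 4. Probes were tested when at least 4 of their 8 readings passed; 19232 probes passed in all 8. Detected probes had a median signal between 1.79 and 2.95 times the limit, and at most 21 probes per channel reached an intensity of 65000. Of 43794 probes, 21790 had 1 gene symbol, 0 had several and 22004 had none in the annotation given, which does not say that they lack a gene. Through the synonyms of the RefSeq annotation of ARS-UCD2.0, 1524 probes received a current symbol; no coordinates were used.

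Ratios were turned to slow-frozen over control and fitted per probe with limma, with a treatment term and a dye term, followed by eBayes and Benjamini-Hochberg adjustment at 0.05. Each SE beside a log2 ratio is the moderated standard error of the treatment term in this fit. It leaves out differences between the dye orientations, so it can be smaller than the spread of the 4 array ratios would give. Counts at the study's thresholds (fold of at least 1.5 or 2 and an unadjusted p under 0.05) were made from the same fit. For 1 probe per gene the brightest was taken. Gene lists, some of them drawn up by symbol prefix and so holding a few genes of other function, of at least 5 tested genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The genes named in the text were every tested gene in the lists that the study names for slow freezing and for vitrification; the 10 annotated genes per direction with the largest folds among those passing the adjustment, filled up, as 0 passed, with genes at the study's thresholds with the same sign on all 4 arrays; the 4 members with the smallest p in each list that passed; and up to 3 in other lists. This rule, the lists, the tests and the alternatives were fixed before the data were examined, apart from those named in the closing part as chosen later. Figures were drawn with matplotlib 3.10.9.

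The fit was tested on 20 simulated sets of 4 arrays of 30473 probes, 200 of them changed. It called 94.2% of probes changed 4-fold, 81.1% of those changed 3-fold, 12.1% of those changed 2-fold and 0.20% of those changed 1.5-fold after adjustment, and 4.96% of unchanged probes lay under an unadjusted p of 0.05. In simulated lists of 30 among 11834 genes, a list shifted by 0.3 was called in 20 of 20 sets and 1 of 640 unshifted lists was called. The simulation drew probes independently of each other, which real genes of a list are not. It also drew the noise of each array independently, whereas the ratios of these arrays were correlated, mostly negatively. The alternatives were other background corrections, normalizations, filters and variance settings, the deposited value table, mean spot signals, fits without the dye term or the pairing by array, and leaving out each array in turn. With an array left out the dye term stayed, so the remaining array of its dye orientation weighed as much as both arrays of the other orientation. Because both pools of a pair shared an array, the ratio within the array already paired them.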

Results

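Gene expression was measured in expanded bovine blastocysts that had grown from slow-frozen compact morulae or from unfrozen morulae of the same in vitro fertilization cycles. Slow freezing cools embryos gradually in a cryoprotectant, here glycerol, so that water leaves the cells while ice forms outside them. The 4 arrays each carried 1 pool of blastocysts from slow-frozen morulae and 1 pool of blastocysts from control morulae, 7 per pool by the labels, marked with different dyes. The slow-frozen pool was in the Cy5 (red) channel on arrays 1 and 2 and in the Cy3 (green) channel on arrays 3 and 4. Per the study's methods the 4 pairs of pools were biological replicates. The median Cy5 signal of the probes was 169, 124, 228 and 93 on arrays 1 to 4, and the median Cy3 signal was 221, 237, 222 and 232. Between 24638 and 31529 of the 43794 probes exceeded the detection limit in a channel, and 30473 probes were tested, of which 16342 carried a gene symbol and stood for 11834 genes. The number of arrays limits the precision of every fold given here.

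The first comparison asked which transcripts differed between blastocysts from slow-frozen and from control morulae. The highest fold of a named gene was that of PLA2R1, the phospholipase A2 receptor, with a log2 ratio of 1.04 ± 0.23 (SE, n = 4 arrays), a 2.05-fold higher level in the slow-frozen pools. VIM, which encodes the intermediate filament protein vimentin, had a log2 ratio of -1.03 ± 0.31 (SE, n = 4), and SPP1, which encodes the secreted matrix protein osteopontin, had -0.98 ± 0.20 (SE, n = 4). These ratios had the same sign on all 4 arrays, but on array 3 VIM had only -0.005 and PLA2R1 only 0.087. The VIM probe was above the detection limit in 2 of 4 slow-frozen and 3 of 4 control readings, and its ratio lay between -1.47 without array 3 and -0.59 without array 4. No probe passed the adjustment for multiple testing: in limma 0 of 30473 probes had a Benjamini-Hochberg adjusted p under 0.05, the lowest adjusted p was 0.9999, and 573 probes lay under an unadjusted p of 0.05, where chance alone would give about 1524. Without array 3 and without array 4, 1 probe with no gene symbol passed each time, at log2 ratios of -2.69 (adjusted p = 0.00388) and -2.16 (adjusted p = 0.0446). With 4 arrays a 2-sided exact sign-flip test cannot go below p = 0.125, so it could call no gene.

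Of the genes that the study names for slow freezing, 8 were tested, and 4 lay higher and 4 lower in the slow-frozen pools. FBXO32, a ubiquitin ligase of muscle atrophy, had a log2 ratio of 0.70 ± 0.15 (SE, n = 4), and SMPD3, a neutral sphingomyelinase, had 0.76 ± 0.22, both positive on all 4 arrays. The FBXO32 probe was above the limit in 2 of 4 control readings. TBX18, a T-box transcription factor, had -0.82 ± 0.25 and was negative on 3 of the 4 arrays. Without array 3 the SMPD3 ratio was 0.44 and that of TBX18 -0.47, and without array 4 they were 1.07 and -1.16. TXNL4A, a spliceosome component, had 0.06 ± 0.15, while its paralog TXNL4B had -0.86 ± 0.23. The brightest probe of ZMYM6, a zinc finger gene, gave -0.17 ± 0.18, and another probe of the same gene gave 0.61 ± 0.26. A second probe of PLA2R1 gave 0.22 ± 0.16. The probe of DCLK2, a kinase of the doublecortin family, was above the detection limit in 0 of the 8 readings, so no fold is given. Adjusted over the list alone, 6 of the 8 genes passed and 0 passed over all probes tested, but the study chose this list on these same arrays, so the count is not independent evidence of a direction.

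Other named genes with a fold of at least 1.5, an unadjusted p under 0.05 and the same sign on all 4 arrays did not pass the adjustment either. Higher in the slow-frozen pools were the uncharacterized locus LOC100299503 at a log2 ratio of 0.90 ± 0.20, P4HB, a protein disulfide isomerase of the endoplasmic reticulum, at 0.78 ± 0.21, and TRAF1, an adaptor of tumour necrosis factor receptors, at 0.73 ± 0.21 (SE, n = 4 each). NPL, CT47B1, CNDP2 and the pluripotency-linked RNA-binding gene LIN28B lay between 0.63 and 0.65. Lower in the slow-frozen pools were IFI27, an interferon-induced gene, at -0.99 ± 0.24, PLET1, a gene of the trophoblast lineage, at -0.86 ± 0.29, and STBD1, a glycogen-binding protein, at -0.75 ± 0.17 (SE, n = 4 each). CHURC1, ZBED5, PID1 and DHRS7 lay between -0.71 and -0.64. A second IFI27 probe gave -0.11 ± 0.14. A second STBD1 probe gave 0.13 ± 0.14, and 1 of the other probes of TXNL4B gave 0.26 ± 0.15, against the sign of the probe named. The PLET1 ratio was 0.06 with mean spot signals, and -0.48 without array 2.

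**Figure D1:**
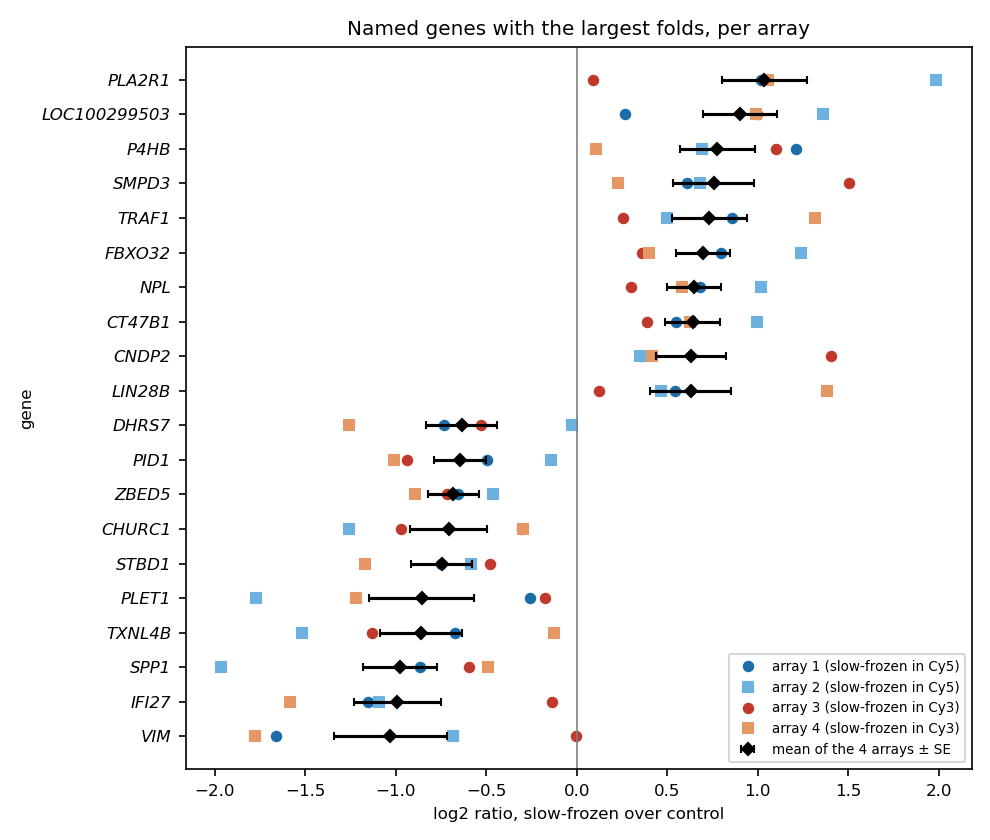
Log2 ratio of slow-frozen over control on each of the 4 arrays for the 20 named genes with the largest folds, with the mean as a diamond and the moderated SE of the fit as its bar. The genes were picked for having the same sign on all 4 arrays, and means run from -1.03 for VIM to 1.04 for PLA2R1; none passed the adjustment.

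At the thresholds used in the study, a fold of at least 1.5 and an unadjusted p under 0.05, 84 probes lay higher and 39 lower in the slow-frozen pools. Of these, 24 higher and 29 lower probes carried a gene symbol. Simulated sets had a mean of 440 unchanged probes at the same thresholds. In them 4.96% of unchanged probes lay under an unadjusted p of 0.05 in limma, against 1.88% of the probes here. The simulation drew the noise of each array independently, unlike these arrays, so 440 is not the number expected here. At a fold of at least 2, 10 probes were counted, and among them the named genes were PLA2R1, higher, and VIM, lower, while the others had no symbol. With 1 probe per gene, 20 genes lay higher and 25 lower at the 1.5-fold threshold, and 0 of 11834 genes passed the adjustment in limma, with 226 under an unadjusted p of 0.05. The balance of directions depended on the within-array normalization, since with median centring in place of loess 25 probes lay higher and 492 lower. Leaving out any single array raised both counts, to 209 and 146 without array 1, 239 and 110 without array 2, 184 and 304 without array 3, and 547 and 396 without array 4. The number of probes at a fold of 2 then became 32, 41, 39 and 62, and the number of genes at the 1.5-fold threshold 173, 105, 214 and 409, without arrays 1 to 4 in turn. The simulated sets all held 4 arrays, so no number expected by chance is at hand for these smaller fits. The rises therefore do not show effects hidden by the array left out.

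The second question was whether groups of functionally related genes moved together, using 33 lists fixed before the data were examined. In the camera test with a preset correlation between genes, 4 lists passed after adjustment. Genes of cholesterol synthesis fell against other genes: 18 of 22 lay lower in the slow-frozen pools, with a median log2 ratio of -0.20, among them CYP51A1, the lanosterol demethylase, at -0.48 ± 0.17, ACAT2 at -0.42 ± 0.16, SC5D at -0.33 ± 0.14 and FDPS at -0.38 ± 0.19 (SE, n = 4 each). Other probes gave -0.31 and -0.44 for CYP51A1, -0.08 for ACAT2, and -0.13, -0.18 and -0.20 for FDPS. Limma's camera gave adjusted p = 0.00287 for the cholesterol list, adjusted p = 0.0386 with the mean of a gene's probes, and adjusted p = 0.954 with an estimated correlation. The list of cytosolic ribosomal proteins rose against other genes, 60 of 75 members lying higher with a median of 0.10, but its direction turned with median centring. Limma's camera gave adjusted p = 0.00277 for this list, and adjusted p = 0.954 with an estimated correlation. The list was drawn up by symbol prefix and held 8 genes that are not ribosomal proteins, genes of the S6 kinase family and RPS19BP1. Without them, an alternative chosen after the data were seen, 56 of 67 lay higher with a median of 0.13 (adjusted p = 0.000504, and adjusted p = 0.948 with an estimated correlation). RPS29 had 0.40 ± 0.19, RPL10A 0.33 ± 0.18 and RPLP2 0.33 ± 0.19, while RPS6KA1, 1 of the kinases, had -0.37 ± 0.17. The RPS29 ratio ran from 1.38 on array 1 to -0.79 on array 4.

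Markers of both lineages of the blastocyst also rose against other genes with the preset correlation. Of 16 inner cell mass and epiblast markers 12 lay higher, with a median log2 ratio of 0.24, and of 26 trophectoderm markers 19 lay higher, with a median of 0.09. Limma's camera gave adjusted p = 0.0037 for the former and adjusted p = 0.0378 for the latter, and adjusted p = 0.954 with an estimated correlation for each. In the inner cell mass list, LIN28B had 0.63 ± 0.22, IL6R 0.52 ± 0.22, the pluripotency factor POU5F1 0.38 ± 0.16 and CRIPTO, a Nodal co-receptor, 0.37 ± 0.19 (SE, n = 4 each). In the trophectoderm list, VGLL1, a TEAD cofactor, had 0.51 ± 0.16, PTGS2, a prostaglandin synthase, 0.47 ± 0.20, and EFNA1 0.40 ± 0.19 (a second probe gave -0.00), whereas IFNT, the interferon by which the ruminant conceptus signals to its mother, had -0.84 ± 0.37. VGLL1 split by dye orientation, which its SE leaves out, with -0.57, -0.03, 1.20 and 1.42 on arrays 1 to 4. Of 85 named genes, 55 had a ratio that moved by over 1.5 times without a single array. Such a fit also gives more weight to the remaining array of the same dye orientation, so a move does not reflect the missing array alone. Without array 4 LIN28B had 0.31, and without array 3 IL6R had 0.29 and PTGS2 0.22. The IFNT ratio lay between -1.44 without array 3 and -0.23 without array 4. Hypoblast markers, the third lineage, did not pass: 7 of 17 lay higher, with LAMA1 at -0.28 ± 0.16, DKK1 at -0.22 ± 0.14 and COL4A1 at 0.26 ± 0.18. LAMA1 had 0.619, -0.025, -0.859 and -0.848 on arrays 1 to 4, a difference between dye orientations that its SE leaves out. In fry 0 of the 33 lists passed after adjustment, the lowest adjusted p being 0.835.

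Each of the 4 list results was lost when some single arrays were left out, in fits that gave more weight to the remaining array of the same dye orientation. The median ratio of the cholesterol genes was -0.53 and -0.43 on arrays 1 and 4 but 0.10 and 0.05 on arrays 2 and 3, and the list no longer passed without array 1 (adjusted p = 0.764) or without array 4 (adjusted p = 0.748). The ribosomal median was 0.15, 0.14 and 0.24 on arrays 1 to 3 and -0.26 on array 4; the adjusted p was 0.196 without array 1, and without array 3 the direction turned, at an adjusted p of 0.577. The inner cell mass list had an adjusted p of 0.348 without array 2 and 0.217 without array 3, and the trophectoderm list 0.856 without array 1 and 0.968 without array 3. Without array 1 only 2 lists passed. With quantile normalization of all channels the ribosomal and trophectoderm lists did not pass (adjusted p = 0.196 and 0.0704), with median centring the trophectoderm list did not (adjusted p = 0.431), and with mean spot signals the inner cell mass list did not (adjusted p = 0.114).

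**Figure D2:**
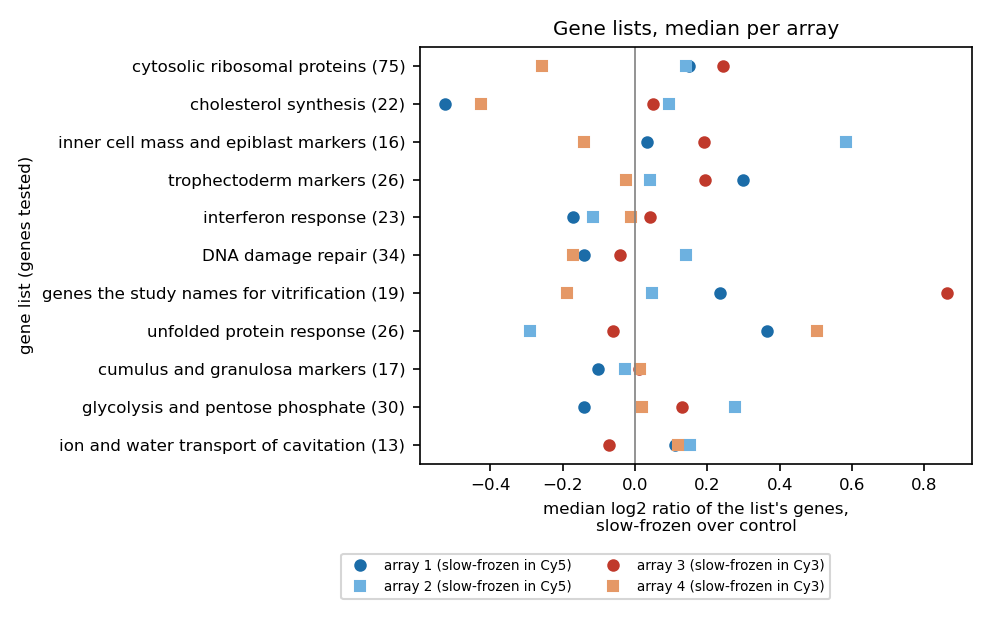
Median log2 ratio of slow-frozen over control on each array for the gene lists with the lowest camera p, with the number of genes tested in parentheses. The cholesterol list lies at -0.53 and -0.43 on arrays 1 and 4 and close to 0 on arrays 2 and 3, and the unfolded protein response list lies at 0.37 and 0.50 on arrays 1 and 4 and at -0.29 and -0.06 on arrays 2 and 3.

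The remaining lists did not pass. Interferon response genes, 12 of 23 lower, came closest, with an adjusted p of 0.102 in limma's camera and IFI27 at -0.99 ± 0.24 for its brightest probe, IFIT5 at -0.48 ± 0.16 and STAT2, which transmits interferon signals, at -0.50 ± 0.20 (SE, n = 4 each). The IFIT5 probe was above the limit in 2 of 4 slow-frozen readings. Unfolded protein response genes, 19 of 26 higher, had an adjusted p of 0.159, with CREB3L2 at 0.31 ± 0.19, ATF4 at 0.33 ± 0.20 and XBP1 at 0.22 ± 0.15. Of 34 DNA repair genes 22 lay lower, with the mismatch repair gene MSH6 at -0.41 ± 0.15. Markers of cumulus and granulosa cells, the somatic cells around the oocyte, lay lower for 11 of 17 genes, with the gap junction gene GJA1 at -0.42 ± 0.17 (a second probe gave 0.04), LUM at -0.51 ± 0.22, above the limit in 2 of 4 readings of each group, and COL1A2 at -0.28 ± 0.19. The groups tied to freezing stress did not pass either. Of 26 heat shock and chaperone genes 15 lay higher, with AHSA1 at 0.48 ± 0.23 and HSPA1A at -0.40 ± 0.32. Of 17 genes of the cold and osmotic response 7 lay higher, with NFAT5 at -0.23 ± 0.16, above the limit in 1 of 4 slow-frozen readings, and TRPV4 at 0.20 ± 0.14. Of 36 apoptosis and p53 response genes 15 lay higher, with TNFRSF1A at 0.42 ± 0.15 and BOK at 0.31 ± 0.18. Of 37 oxidative stress defence genes 19 lay higher, with PRDX5 at 0.42 ± 0.17 and GPX8 at -0.34 ± 0.15, above the limit in 2 of 4 slow-frozen readings.

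Tight junction and adhesion genes lay higher for 23 of 46, with TJP3 at 0.45 ± 0.14, and genes of ion and water transport during cavitation for 9 of 13, with the potassium channel KCNK1 at 0.33 ± 0.19. Actin, tubulin and intermediate filament genes lay higher for 37 of 60, with ARPC1B, a subunit of the actin nucleating complex, at 0.48 ± 0.16. Fatty acid and lipid droplet genes lay higher for 24 of 49, with GPAM at -0.52 ± 0.14 (other probes gave -0.10 and 0.02), the lipid droplet coat gene PLIN2 at 0.43 ± 0.19 and ACLY at -0.33 ± 0.14, and sphingolipid and phospholipid genes for 15 of 40, led by PLA2R1 and SMPD3, with PCYT1A at -0.29 ± 0.14. Extracellular matrix and proteolysis genes lay higher for 25 of 50, with SPP1 lowest and the protease ADAM10 at 0.62 ± 0.15, and autophagy and ubiquitin ligase genes for 15 of 32, with FBXO32 highest and ULK2 at -0.43 ± 0.15 (a second probe gave 0.0003). ADAM10 had 1.41 and 1.02 on arrays 1 and 2 but 0.06 and -0.02 on arrays 3 and 4. Cell cycle genes lay higher for 21 of 47, with the replication gene MCM2 at -0.46 ± 0.16 (other probes gave -0.04 and 0.20). The numbers lying higher were 50 of 89 for oxidative phosphorylation, 31 of 77 for mitochondrial ribosomal proteins, 15 of 38 for the proteasome, with the recombination gene PSMC3IP taken in by its prefix, 21 of 30 for glycolysis and pentose phosphate genes, 16 of 27 for steroid and prostaglandin synthesis, 20 of 39 for DNA methylation and chromatin, 9 of 17 for imprinted genes, 9 of 16 for maternal oocyte transcripts, 3 of 8 for sperm transcripts and 2 of 6 for leukocyte and blood markers. Adjusted over the list alone, 0 genes passed in each list other than that of the slow-freezing genes. The median ratio and the direction of the camera test had opposite signs for the lists of apoptosis, sphingolipid, matrix, cold response, tight junction, fatty acid, chromatin, imprinted, leukocyte and slow-freezing genes, all of which had medians between -0.05 and 0.03.

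Of the genes that the study names for vitrification, which it chose on other arrays against the same control group, all 19 with a probe were tested, 14 lay higher and 5 lower, and the list did not pass (adjusted p = 0.157 in limma's camera). COL9A2, a cartilage collagen, had 0.60 ± 0.18, PTGS2 0.47 ± 0.20 and ACTG2, a smooth muscle actin, -0.55 ± 0.21 (SE, n = 4 each). ACTG2 had -0.855, -1.968, 0.5 and 0.116 on arrays 1 to 4. The ratio of KRT19, a keratin of the trophectoderm, was 0.69 ± 0.49 and rested on array 3, where it reached 3.15; without that array it was -0.15. CALB1, AKR1B1, PLAU and CCL17 lay between 0.25 and 0.37, TKTL1 was at -0.33 ± 0.33 (a second probe gave 0.14), and CLDN23 and HSD3B1 were at -0.10 ± 0.21 and -0.09 ± 0.47. APOA1, BEX3 (WBP5 on the array), TRIM64, HEBP2, FADS2, ABCC2, HS3ST5 and CYP11A1, the side-chain cleavage enzyme of steroid synthesis, lay between -0.02 and 0.10, less than the error of each.

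The third question was how far the 4 pairs of pools agreed. Only 2398 of 30473 probes, 7.87%, had the same sign on all 4 arrays, where independent signs would give 12.5%. Correlations between arrays across probes, which are not independent replicates, were 0.02 for arrays 1 and 2 and -0.21 for arrays 3 and 4, the pairs with the same dye orientation. They were -0.17 for arrays 1 and 3, -0.28 for arrays 2 and 4, -0.00 for arrays 1 and 4 and 0.04 for arrays 2 and 3. With median centring in place of loess the correlation of arrays 3 and 4 turned to 0.13, and the mean over all pairs was -0.05, against -0.10 with loess. NANOG, an epiblast transcription factor, shows the size of the differences between arrays, with log2 ratios of -2.18, 3.24, 2.59 and -0.39 on arrays 1 to 4; this gene was chosen after its values were seen. For the dye term of the model 0 probes passed the adjustment in limma, and 1553 lay under an unadjusted p of 0.05, while without array 3 the number past the adjustment was 1. The turn of the dyes coincided with the position of the arrays on the slide, so an effect of position on the ratio of Cy5 to Cy3 cannot be told apart from the effect of slow freezing.

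**Figure D3:**
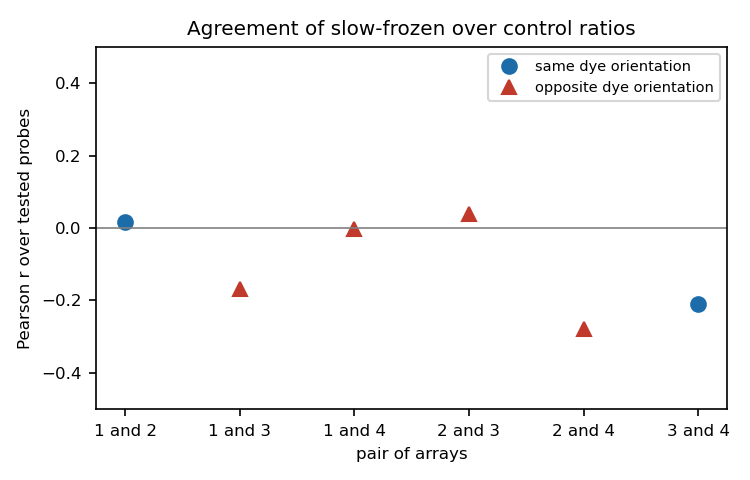
Pearson correlation of the log2 ratios of slow-frozen over control between each pair of arrays across 30473 probes, circles for pairs with the same dye orientation and triangles for pairs with opposite orientation. The 6 values, after loess within each array, lie between -0.28 and 0.04.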

Values the study reported

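The study reported 165 genes that differed between blastocysts from slow-frozen and control morulae at a fold change of at least 1.5, and 1 gene at a fold change of at least 2. At the lower threshold it listed 35 known genes and 67 transcripts without a known gene as higher, and 49 known genes and 14 such transcripts as lower. Among the genes with the largest changes it gave fold changes of 1.983 for PLA2R1, 1.829 for DCLK2, 1.774 for FBXO32, 1.772 for SMPD3, 1.772 for ZMYM6, -2.197 for SPP1, -1.959 for VIM, -1.886 for TBX18 and -1.857 for TXNL4, described as thioredoxin-like 4A. The study also measured SPP1 by quantitative real-time PCR, on tubes of blastocysts separate from those of the arrays. It reported that the difference held, without giving the PCR fold in its text.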

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

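The tests of explanations in this part and the other splits of the arrays were chosen after the results were seen. Among 124 values with 1 reading per array, 8 had 1 array far from the other 3, where chance alone would give about 6.2. KRT19 had a log2 ratio of 3.15 on array 3 and between -0.29 and 0.13 on the others. Array 3 also stood apart for CNDP2, at 1.41 against 0.35 to 0.41, for PRDX5, at 0.95 against 0.19 to 0.30, and for GJA1, at 0.14 against -0.60 to -0.59. Array 2 stood apart for HS3ST5, at 0.59 against -0.19 to -0.10, for NFAT5, at -0.62 against -0.13 to -0.06, and for the median of the steroid and prostaglandin synthesis list, at -0.01 against 0.09 to 0.10. ACAT2 had -0.86 on array 1 and between -0.31 and -0.22 on the others.

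The arrays did not share ratios in the labelled direction: over the 3 ways to split the 4 arrays into 2 and 2, the real split gave 573 probes under an unadjusted p of 0.05, the split of arrays 1 and 3 against 2 and 4 gave 3506 and the remaining one gave 1016, which points to a structure of the samples that does not follow the labels, although 0 probes passed the adjustment under any of the 3 (lowest adjusted p = 0.0745). The real split gave 0 probes after adjustment (highest other 0; 3 of 3 splits as large), 84 higher (highest other 337; 3 of 3), 39 lower (highest other 424; 2 of 3), 10 at a fold of 2 (highest other 52; 3 of 3), 4 lists (highest other 6; 3 of 3) and 45 genes at the study's thresholds (highest other 393; 3 of 3), and 3 splits are too few for a share under 0.05. Nonspecific signal in the red channel, whose log2 ratio to green over negative controls ran from -2.01 to 0.02, would act on dim probes. The contrast of correlations along the stronger split was 2.03 times as large in the brightest 25% of the probes as in the dimmest (95% bootstrap interval over probes 1.78 to 2.35). For Cy5 over Cy3, arrays 1 and 3 correlated at 0.13 in the dimmest and 0.205 in the brightest, and arrays 3 and 4 at -0.09 and -0.28. Arrays 2 and 4, with the lowest ratios over negative controls (-1.32 and -2.01), correlated at 0.32 and 0.31. Noise also weakens correlations of dim probes, so the contrast cannot decide, and nonspecific signal stays open. Exchanged dye labels of arrays 2 and 3 would make all 6 pairs of arrays correlate positively. The lowest correlation after the exchange was -0.0154 and 3 of the 6 were above 0.1, arrays 3 and 4 among them. With median centring in place of loess, arrays 3 and 4 correlated at 0.13 in the labelled direction, which the exchange would turn negative. The exchange of labels stays open, as do biological differences between pools and cycles, which were not tested.

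The second pattern was the set of gene lists called with a preset correlation. A candidate explanation is that genes of a list vary together from pool to pool, so that the preset correlation of 0.01 is too small. The estimated correlation was 0.30 for ribosomal proteins and 0.36 for cholesterol synthesis but 0.089 for the inner cell mass and 0.063 for the trophectoderm list. Under another split of the arrays 3 of the 4 lists were also called, as this explanation needs, and the inner cell mass list was not. Among the other splits, the cholesterol list was called only with arrays 1 and 3 against 2 and 4. Exchanged dye labels would give that same split, so the call of this list cannot tell the explanations apart. An effect of slow freezing on these lists beside variation from pool to pool was not excluded.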

How the results depend on the processing

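Values added after seeing the data were those of the study's processing combined, of the counts per gene, of the ribosomal proteins alone and of the agreement and dye results without single arrays. After adjustment 0 probes passed under every setting run that kept the 4 arrays and under the study's processing combined; without replicates 3 and 4 it was 1 unnamed probe each (range 0 to 1). The number of probes past the adjustment for dye ranged from 0 to 1 without 1 replicate. Treating the channels as unpaired groups, without the replicate block, gave 0 probes, 71 higher and 27 lower. Probes higher numbered 138 with the smaller normexp offset, 25 with median centring, 14 with mean spot signals and 184 to 547 without 1 replicate; lower, 84, 492, 3 and 110 to 396, and 65 with the study's processing combined; at a fold of 2, 24 with median centring, 6 with quantile normalization, 1 with mean signals and 32 to 62 without 1 replicate; genes at 1.5-fold, 79, 241, 6 and 105 to 409. The cause was not tested. Lists passing numbered 7 with median centring, 2 with quantile normalization, 0 with an estimated correlation and 2 to 6 without 1 replicate. Adjusted p for ribosomal proteins was 0.171 with median centring (direction turned), 0.196 with quantile normalization, and 1.08e-11 to 0.577 without 1 replicate; for cholesterol synthesis 5.87e-06 to 0.764 without 1 replicate; for the inner cell mass list 0.114 with mean signals and 0.000699 to 0.348 without 1 replicate; for the trophectoderm list 0.431 with median centring, 0.0704 with quantile normalization, 0.0880 with no dye term, 0.110 without the replicate block, 0.0538 with an intensity trend, 0.0926 with the mean of a gene's probes and 0.000632 to 0.968 without 1 replicate. With an estimated correlation it was 0.954 for each. Of 1433 log2 ratios of 85 named genes, 1386 kept their sign and 0 passed the adjustment. The sign turned with median centring for TXNL4A (-0.22), ABCC2 (-0.19), APOA1 (-0.094), BEX3 (-0.17), FADS2 (-0.24), HEBP2 (-0.22), HS3ST5 (-0.076), PLAU (-0.015), TRIM64 (-0.027), RPL10A (-0.01) and XBP1 (-0.10); with mean signals for ABCC2 (-0.038) and PLET1 (0.063); for CYP11A1 with plain subtraction and with the deposited table (0.11 each), no correction (0.043), the smaller offset (0.0047) and quantile normalization (0.31); for HS3ST5 with plain subtraction (-0.0109), the deposited table (-0.0115), no correction (-0.0012) and quantile normalization (-0.0010); and for TRIM64 with quantile normalization (-0.021). Without 1 replicate the ranges were -0.038 to 0.16 for TXNL4A, -0.069 to 0.16 for ABCC2, -0.22 to 0.90 for AKR1B1, -0.28 to 0.48 for APOA1, -0.51 to 0.70 for BEX3, -0.010 to 0.50 for CCL17, -0.37 to 0.18 for CLDN23, -0.80 to 0.76 for CYP11A1, -0.41 to 0.53 for FADS2, -0.38 to 0.50 for HEBP2, -0.16 to 0.22 for HS3ST5, -0.74 to 0.56 for HSD3B1, -0.15 to 1.53 for KRT19, -0.092 to 0.65 for PLAU, -0.80 to 0.14 for TKTL1, -0.029 to 0.16 for TRIM64 and -0.90 to 0.10 for HSPA1A. Detected probes lay at a median of 1.79 to 2.95 times the detection limit, so the offset added in the background correction shrinks the folds of dim probes. Ratios with the smaller offset were computed for the 85 named genes, but the shrinkage over dim probes as a set was not measured. With the smaller offset 138 probes lay higher and 84 lower, against 84 and 39 in the main fit.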

Other observations

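The tests in this part were all chosen after the results were seen. The named genes that differed most between the arrays were NANOG, HNF4A, ACSF2, FLRT3 and NID1, with SDs of their log2 ratios over the 4 arrays of 2.55, 2.36, 2.33, 2.28 and 1.92. HNF4A, a transcription factor of the endoderm lineage, had log2 ratios of -2.74, 1.68, 2.26 and -1.13 on arrays 1 to 4, and FLRT3, a cell adhesion gene, had -1.85, 3.23, 1.27 and -0.94. The basement membrane gene NID2 went the other way, at 1.77, -0.92, -0.68 and 1.44. Each of these genes had 1 sign on arrays 1 and 4 and the other on arrays 2 and 3. The exchange of dye labels left open above would therefore give each of them 1 sign on all 4 arrays. They were picked for their spread, so this does not decide between the explanations. XIST, the RNA of the inactive X chromosome, was lower in the Cy5 channel on all 4 arrays, at log2 Cy5 over Cy3 of -0.96, -0.77, -1.01 and -1.45, while the Y-linked DDX3Y was higher there, at 1.00, 0.86, 0.16 and 0.98.

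The third pattern weighed was that the genes the study names for vitrification, chosen on other arrays but against the same control group, and the markers of inner lineages differed strongly between these arrays. The median residual SD of the former, with treatment and dye removed, was 0.82, the highest of the 33 lists, against 0.39 for random lists of equal size and intensity, which put it at percentile 100 of 10000 such lists. The study picked these genes for their folds between pools of blastocysts, and the random lists were not picked so. That selection alone could raise the percentile. Hypoblast markers (percentile 99.8) and inner cell mass markers (percentile 98.4) also varied more than most random lists, trophectoderm markers lay at percentile 90.3, unfolded protein response genes at 80.7 and imprinted genes at 14.2. An uneven share of inner cells in the pools would move the 33 markers of both lists together, and their estimated correlation was 0.0019 (95% jackknife interval over genes -0.09 to 0.10), but 4 arrays are too few for an interval over arrays and markers went both ways, with PDGFRA (-1.51, 2.06, 0.54 and -0.19) like NANOG and HNF4A and NID2 opposite, so this stays open, as do other biological causes.

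At a fold of 1.5, 29 probes of named genes lay lower here. That is lower than the value quoted from the study above, while the 24 higher lay within 1.5 times of it. With the study's processing combined, which was added after the data were seen, 36 probes of named genes lay lower and 37 higher. All probes, with or without a symbol, then numbered 65 lower and 106 higher. In each direction this is close to the study's known genes and transcripts without a known gene added up. Named probes here are those with a symbol in the annotation given, which need not match the study's known genes. At a fold of 2, 10 probes were counted here, PLA2R1 and VIM the only named genes among them, and 8 with the study's processing combined. That is higher than the value quoted from the study above. SPP1, the only gene quoted from the study with a fold of at least 2, was 1.97-fold lower here and so not among the 10. PLA2R1 and VIM lay just under a fold of 2 in the study. The brightest ZMYM6 probe had a slow-frozen over control ratio of 0.890 here, and another 1.52. The former is lower than the value quoted from the study above. TXNL4A had a ratio of 1.04 and TXNL4B 0.550 here, and which of them the study's probe stands for is not known. The TXNL4A value is higher than the value quoted from the study above, and the TXNL4B value, 1.82-fold lower, is close to it.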
